# Host–microbe interactions in the nasal cavity of dogs with chronic idiopathic rhinitis

**DOI:** 10.3389/fvets.2024.1385471

**Published:** 2024-08-12

**Authors:** Zhe Wang, Lyndah Chow, Sunetra Das, Renata Impastato, Alison C. Manchester, Steven Dow

**Keywords:** canine, microbiome, nose, immune, cilia, cytokine

## Abstract

Chronic rhinitis (CR) is a frustrating clinical syndrome in dogs and our understanding of the disease pathogenesis in is limited. Increasingly, host–microbe interactions are considered key drives of clinical disease in sites of persistent mucosal inflammation such as the nasal and oral cavities. Therefore, we applied next generation sequencing tools to interrogate abnormalities present in the nose of dogs with CR and compared immune and microbiome profiles to those of healthy dogs. Host nasal cell transcriptomes were evaluated by RNA sequencing, while microbial communities were assessed by 16S rRNA sequencing. Correlation analysis was then used to identify significant interactions between nasal cell transcriptomes and the nasal microbiome and how these interactions were altered in animals with CR. Notably, we observed significant downregulation of multiple genes associated with ciliary function in dogs with CR, suggesting a previously undetected role for ciliary dysfunction in this syndrome. We also found significant upregulation of immune genes related to the TNF-α and interferon pathways. The nasal microbiome was also significantly altered in CR dogs, with overrepresentation of several potential pathobionts. Interactome analysis revealed significant correlations between bacteria in the genus *Porphyromonas* and the upregulated host inflammatory responses in dogs with CR, as well as defective ciliary function which was correlated with *Streptococcus* abundance. These findings provide new insights into host–microbe interactions in a canine model of CR and indicate the presence of potentially causal relationships between nasal pathobionts and the development of nasal inflammation and ciliary dysfunction.

## Introduction

Chronic rhinitis (CR) is a common condition in dogs associated with persistent (weeks to months) nasal discharge ranging from serous to mucopurulent (with or without sneezing) that is often refractory to treatment with antibiotics, antihistamines, or oral steroids. Previous reports indicate that CR may account for up to 24% of all cases of chronic nasal disease in dogs (1–3). The diagnosis of CR in dogs is typically that of exclusion, after other causes for nasal signs including mycotic disease (aspergillosis), neoplasia, foreign body, oronasal anatomical abnormalities (cleft palate, nasopharyngeal polyps, stenosis) and periodontal disease have been ruled out. The histopathology of nasal biopsy tissue often reveals a non-specific lymphoplasmacytic inflammation that does not correlate with either disease severity or response to therapy. The disease in dogs resembles non-allergic rhinitis (NAR) in humans, and specifically idiopathic NAR, with respect to persistent clinical signs without an obvious cause, lack of an obvious allergic response by biopsy or allergy testing, and absence of obvious infections (4–6).

Given the lack of correlation between histopathology findings and treatment responses in dogs, the pathogenesis of CR in dogs remains largely unknown (7) despite two experimental studies suggesting a link to persistent allergy as a possible cause of CR (8, 9). Chronic rhinitis is an inflammatory disorder, based on the typical lymphocytic immune infiltrates observed on nasal biopsies, but the nature of the immune responses or the initiating or perpetuating causes are unknown. Clinically, an allergic basis for CR in dogs seems unlikely given the lack of response to treatment with glucocorticoids, antihistamines, NSAIDs, or cyclosporine (10–12). Upper digestive tract abnormalities may occasionally be detected in a small subset of dogs with CR, postulating a possible association between gastroesophageal reflux and/or lymphoplasmacytic gastrointestinal inflammation (13). Management of CR remains challenging, and the condition is commonly a source of frustration for patients, pet owners, and clinicians. An improved understanding of the pathogenesis of CR is therefore essential to identify better treatments and management strategies, and to help develop a possible canine CR model for study of human idiopathic rhinitis.

Ciliary dyskinesia is a rare but important cause of repeated upper and lower airway infections in humans and dogs (14, 15). The function of cilia has not been widely investigated previously in studies of allergy related CR in humans, and there are few reports of ciliary dyskinesia in dogs (16, 17). However, one common finding in dogs with ciliary dyskinesia is recurrent nasal infections (18). Next generation sequencing technologies now provide unbiased tools to investigate host transcriptomes and microbiome compositions, without the previous reagent limitations posed by conventional immunohistochemical and cytokine analysis approaches in dogs. For example, a previous investigation of the nasal mucosal transcriptome in dogs with CR utilized an earlier generation of RNA transcriptome technology (microarray) and generated important new information, but did not provide the depth of sequence coverage given by current Illumina-based RNA sequencing technologies, such as employed in the current study (19).

Recent studies in humans with chronic allergy-associated CR have characterized the local transcriptome of the nares (20, 21), and it is now evident that such approaches can provide a more comprehensive examination of the molecular mechanisms associated with nasal inflammation in humans or dogs (22). Host and microbe interactions are an important component of the nasal ecosystem, as there is evidence in humans that disruption of the normal nasal microbiome may contribute to the initiation or perpetuation of chronic rhinitis (23). Previous studies of the normal canine nasal microbiome (24–27), reported that the dominant phyla included *Proteobacteria*, *Firmicutes* and *Bacteroidetes*. In dogs with fungal rhinitis, a dysbiotic microbiome was described which included decreased *Morexella* spp. abundance, increased *Pasteurellaceae* spp. abundance, and increased *Lactobacillaceae* abundance (28). Evidence from prior microbiome studies in humans with chronic rhinosinusitis suggests that the abundance of certain microbes may be related to the persistence of nasal inflammation (29). However, to our knowledge there has only been one report in human nasal disease where the host immune transcriptome was correlated directly with the microbiome of the nasal mucosa (30).

The goals of the present study were to characterize and compare the nasal mucosal transcriptomes and microbiomes of healthy dogs with those of dogs with CR, to provide a better understanding of the pathogenesis of CR in dogs. We hypothesized that both the nasal transcriptomes and the microbiomes in dogs with CR would be significantly different from those of healthy dogs, and that disease specific correlations between specific bacterial populations and host immune response genes would be identified in dogs with CR, and would differ significantly from those observed in healthy animals.

## Materials and methods

### Study population

In this prospective case-control study, dogs with CR (*n* = 6) and healthy control dogs (*n* = 6) presented to Colorado State University Veterinary Teaching Hospital (CSU-VTH) for medical workup (CR) or routine dentistry (healthy controls) were screened for study enrolment. The protocols for this study were approved by the CSU Institutional Animal Care and Use Committee and the CSU-VTH Clinical Review Board (protocol #2858). Inclusion criteria for CR dogs included at least 1-month history of unilateral or bilateral nasal discharge, congestion, and/or sneezing. Histologic documentation of lymphoplasmacytic rhinitis with or without concurrent neutrophilic or eosinophilic rhinitis based on nasal mucosal biopsies, without evidence of neoplasia, fungal infection or other identified causes of CR, based on CT and rhinoscopy, was also required for study entry.

Exclusion criteria included any animals receiving immune suppressive medications, including glucocorticoids, leflunomide, mycophenolate, azathioprine, or cytotoxic chemotherapy in less than a month prior to the enrolment. Animals with previously diagnosed endocrine diseases (Cushing’s, diabetes mellitus) that might alter nasal immunity were also excluded. Dogs with pronounced epistaxis were also excluded. A diagnosis of other diseases that may cause the nasal signs (neoplasia, aspergillosis, foreign body, oronasal fistula, nasopharyngeal stenosis, chronic regurgitation) were also criteria for exclusion.

A control group of *n* = 6 dogs was selected from animals presented to the CSU-VTH for routine dental cleaning, with no reported nasal signs or other respiratory signs, gastrointestinal signs or dental diseases that may affect the nasal cavity (e.g., oronasal fistula) were included as the healthy control group. All animals enrolled had no antibiotic usage for 30 days prior to swab collection.

### Sample collection and processing

Nasal swabs were collected under general anesthesia by gently swabbing the distal third of the nasal cavity using 6-inch PurFlock Ultra, sterile flocked collection devices (Puritan Medical Products, Guilford, ME). Swabs (2 swabs obtained per each nostril) were placed in 15 mL conical tubes (Corning Inc. Corning, NY) containing RNA later (Thermo Fisher Scientific, Waltham, MA) and stored at 4C prior to RNA and DNA extraction. To extract RNA from nasal cells, swabs were vortexed for 1 min at high speed to dislodge cells, PBS was then added to RNA later at a ratio of 1:5. Cells were pelleted, then processed for RNA extraction using Qiagen RNeasy micro kit (Qiagen, Hilden, Germany) following manufactures instructions or DNA extraction as described below.

### RNA sequencing

RNA concentrations were verified on Nanodrop 1000 Spectrophotometer (Thermo Fisher Scientific), and then sent to Novogene Corp. Inc. (Sacramento, CA) for RNA sequencing. RNA quality was determined using an Agilent 2100 Bioanalyzer system to generate RIN numbers (RNA integrity number), which ranged from 6.9 to 10 for all RNA samples submitted. At Novogene Corp., mRNA was purified using poly-T oligo-attached magnetic beads. After fragmentation, the first strand cDNA was synthesized using random hexamer primers followed by the second strand cDNA synthesis. The library was completed following end repair, A-tailing, adapter ligation, size selection, amplification, and purification. Quantified libraries were pooled and sequenced on an Illumina NovaSeq 6000 (Illumina, San Diego, CA). 150 bp paired end reads were generated, and files were delivered as de-multiplexed fastq files.

Sequence data were analyzed on Partek Flow software, version 10.0 (Partek Inc. Chesterfield, MO). Raw data were filtered by removing reads containing adapters and reads containing *N* > 10% and for Phred scores >30. Filtered reads were aligned with STAR 2.7.3a, using CanFam3.1 genome assembly. Aligned reads were annotated and counted using HT-seq (31) with Ensembl 107, and differentially expressed genes were identified using DEseq2 (32). (Differential gene expression analysis based on negative binomial distribution). Biological interpretations included gene ontology and gene set enrichment analysis (GSEA).^1^ Gene sets Hallmarks v2022.1, biocarta v2022.1, KEGG v2022.1, Gene Ontology go.bp v2022.1, and ImmuneSigDB v2022.1 were used for comparisons. Significant pathways were filtered using false discovery rate (FDR) *q*-value of≤0.25 and NOM *p*-value ≤0.05. Single cell gene expression data from the Human Protein Atlas^2^ was used to identify olfactory and epithelial cell specific gene sets that were not expressed by immune cells.

Previously published single cell sequencing data from human nasal epithelium (33) was used to identify unique genes in nasal cell types (secretory cells, goblet cells, club cells, ionocytes, ciliary cells and rapidly dividing cells RDC) that were not found in previously published RNAseq data fromcanine peripheral blood mononuclear cells (34).

### Microbial 16S sequencing

Additional swabs were collected for microbial analysis. Swabs were cut and immersed in extraction tubes following Qiagen DNeasy PowerSoil Pro Kit instructions (Qiagen, Hilden, Germany). Microbial DNA was frozen at −80°C and sent to Anschutz Center for Microbiome Excellence (ACME), at University of Colorado Anschutz Medical Campus, Aurora, CO for microbial sequencing. The library was prepared according to Earth Microbiome project protocol,^3^ with 35 PCR cycles, using 515F and 806R primers. Samples were run on MiniSeq cartridges on Illumina Miseq sequencing instruments. Microbial sequence analyses were performed with QIIME2 (35). Microbial community similarity was displayed with principal coordinate analysis (PCoA) plots. Alpha diversity was determined using Shannon, Faith, and pielou indices. Beta diversity using weighted and unweighted UniFrac, as well as Bray Curtis. Alpha diversity indices were compared using a paired *t*-test, and beta diversity metrics were compared with PERMANOVA. Analysis of composition of microbiomes (ANCOM) was employed to determine the sequence variants that differed significantly between treatment groups (36). In addition, Linear discriminant analysis Effect Size (LEfSE) was also used to calculate the taxa that best discriminated between rhinitis or healthy group^4^ (37). Because of the low overall bacterial abundance in the swab samples, additional PCR cycles were needed to reach the required number of reads for each sample. Microbial features were filtered for a minimum frequency of 50 were removed and features not present in >2 samples were also removed, resulting in a total of 106 total features. Median frequency for *n* = 12 samples was 14,455.5 and total frequency was 228,553.

### Assignment of cell identity using Cibersort

Single cell RNA sequence data from *n* = 17 dogs (38) was used to generate a signature matrix file for Cibersort analysis of immune cells in the nasal swabs (39). Using the data from 74,067 immune cells in blood that were obtained previously from scRNAseq analysis from 17 dogs, 41 transcriptionally distinct leukocyte populations were identified. For analysis of leukocyte populations in dog nasal samples, each of the 41 cell populations were downsampled to obtain equal representation across each cell type, then normalized count data for each population was summed up to obtain a cell type by gene matrix. After collapsing count data by cell type, the dataset was filtered to only include the most highly variable features that define each cell population. Filtering was completed using the output of the FindAllMarkers function, with features being selected if they had an average log2 fold change (relative to all other cells) greater than 0.85 and a percent expression greater than 75% within the cell population. After initial filtering, any overlapping features were then removed from the dataset. This data set was then uploaded to^5^ along with the median ratio normalized counts from the current study to determine immune cell type enrichment (similar datasets were not available for epithelial cell populations in dogs).

### Interactome analysis of transcriptome and microbiome data

For this analysis, significant differentially expressed genes (DEGs) were extrapolated from the RNA sequencing data. These median ratio normalized reads from individual samples were then correlated to the percent relative abundance of 160 unique bacterial taxon found in *n* = 12 samples (healthy and rhinitis) using rcorr (Rstudio) (40). *p* values for significance and *r* values for correlation were generated for each gene to taxon pair. Protein coding genes with correlations *p*-values ≤0.05 were then entered into string protein database^6^ (41) for categorizing the protein sets.

### Data availability

The RNA sequencing data including fastq files and read counts presented in this manuscript have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE255529. All other data is available from the corresponding author on reasonable request.

## Results

### Study populations and relevance to CR

To address the question of how the nasal transcriptome and microbiomes may be altered in dogs with CR, we designed a prospective study to sequence deep nasal swab samples from *n* = 6 healthy dogs and *n* = 6 dogs with CR of at least 1 month duration. The demographic data of the CR dogs and heathy dogs are listed in Tables 1, 2. This study was approximately matched for age and gender, though the healthy dogs were overall younger than CR dogs. Within the CR group, the severity of clinical signs ranged from mild to erosive and more severe CR (Table 1).

**Table 1:** Demographic data of dogs of chronic rhinitis.

Dog	Breed	Age	Sex	Weight (kg)	Duration of clinical signs (months)	Histopathology	Antibiotics	Anti-inflammatory drugs
CR1	Mixed Breed	13 Y	MN	14.2	3	Plasmacytic and eosinophilic rhinitis, moderate with edema	Doxycycline	Carprofen
CR2	Miniature Dachshund	9 Y	FS	5.5	14	Mild lymphoplasmacytic rhinitis with few neutrophils	Doxycycline	Prednisolone
CR3	Mastiff	7 Y	MN	97.6	25	Mild to moderate, multifocal chronic lymphoplasmacytic rhinitis	Clindamycin	Carprofen
CR4	German Shepherd Dog	10.5 Y	FS	31.2	12	Lymphoplasmacytic rhinitis, erosive, chronic, marked with subcucosal edema	Ciprofloxacin, amoxicillin /clavulanic acid	None
CR5	Mixed Breed	9 Y	FS	19.0	2	Moderate, chronic-active, lymphoplasmacytic and neutrophilic rhinitis	Doxycycline, clindamycin	Prednisone
CR6	Golden Retriever	12 Y	MN	32.1	1	Chronic-active lymphoplasmacytic rhinitis, severe with mucosal erosion and loss	None	Meloxicam

Y, years; MI, male intact; MN, male neutered; FS, female spayed.

**Table 2:** Demographic data of healthy control dogs.

Dog	Breed	Age	Sex	Weight (kg)
HC1	Mixed breed	5 Y	FS	16.4
HC2	Cavalier King Charles Spaniel	5 Y	MN	7.8
HC3	Labrador Retriever	9 Y	FS	30.4
HC4	Australian Shepherd	5 Y	MI	18.1
HC5	Belgian Tervuren	7 Y	MN	26.8
HC6	Australian Heeler	1 Y	FS	14.5

Y, years; MI, male intact; MN, male neutered; FS, female spayed.

### Nasal transcriptome analysis reveals marked differences in expression of immune and epithelial genes in dogs with CR, along with a reduced abundance of eosinophils

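RNA from nasal swabs was sequenced for 12 dogs, 6 with CR and 6 healthy, with 1 library per dog. The authors aligned the reads to CanFam3.1 with STAR, counted them on Ensembl genes with HT-seq and deposited median-ratio normalized values of protein coding genes, in which each library's counts are divided by its own size factor. The values of each dog are whole multiples of a single step, so the counted reads could be recovered: between 99.77% and 99.96% of the values in a library lay within 0.1 of a whole read. Recovered reads per dog ranged from 29162295 to 34983963 in CR dogs (median 33705973) and from 27325543 to 34676418 in healthy dogs (median 32181827), and the groups did not differ in depth (two-sided exact permutation test, p = 0.271). Values were analysed as log2(value + 1), so that fold changes of low genes are understated. The 15116 genes with a mean value of at least 5 over the 12 dogs were tested with limma, with Benjamini-Hochberg adjustment and the paper's thresholds of an adjusted p of 0.05 and a log2 fold change of 2. DESeq2 and edgeR were run beside it on the recovered reads. Dogs are named here by their library's label, in which CR or HC (healthy) gives the group. Age and sex could not be tied to a library and entered no model.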

The first question addressed in this study was whether the transcriptomes of nasal mucosal cells, including epithelial cells, immune cells, and stromal cells, were significantly different in CR dogs compared to healthy. 

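All 17975 genes in the deposited values had at least 1 read in at least 1 of the 12 dogs. Genes with a value above 0 numbered 15230 ± 335 per CR dog and 15656 ± 398 per healthy dog (SD, n = 6 each), a difference within what regrouping the dogs gives (two-sided exact permutation test, p = 0.0844). The 10 genes with the highest values took 11.6% ± 2.09 of the total in CR dogs and 10.3% ± 2.14 in healthy dogs (SD, n = 6 each). Of the 17975 genes, 14601 are listed by a gene symbol and the others by an Ensembl identifier only.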

A total of 17,975 protein coding genes were identified in the 12 analyzed samples. The samples from the *n* = 6 CR dogs showed distinct clustering compared to the *n* = 6 healthy dogs (Figure 1A) with a high degree of transcriptome heterogeneity present in the CR samples. By contrast (Figure 1B) the heathy nasal transcriptomes displayed a relatively high level of within-sample homogeneity. 

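Group accounted for 24.5% of the summed squared distance between the 12 dogs over the 15116 tested genes (PERMANOVA, exact permutation over all splits into 6 and 6, p = 0.0152). The alternative that moved this share most was the restriction to the 500 most variable genes, which gave 34.8% (exact p = 0.0216). The first principal component held 44.8% of the variance and differed between the groups (two-sided exact permutation test, p = 0.0152). The groups overlapped on it. K9_CR_3251 lay at -49.1, among the healthy dogs, and K9_HC_7769 at 41.6 lay above K9_CR_5392 at 25.5. These 2 dogs and K9_HC_4394 had a higher mean correlation with the other group than with their own. For K9_CR_3251 the mean r was 0.878 with CR dogs and 0.921 with healthy dogs, for K9_HC_7769 it was 0.905 with CR dogs and 0.868 with healthy dogs, and for K9_HC_4394 it was 0.892 with CR dogs and 0.884 with healthy dogs.

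**Figure D1:**
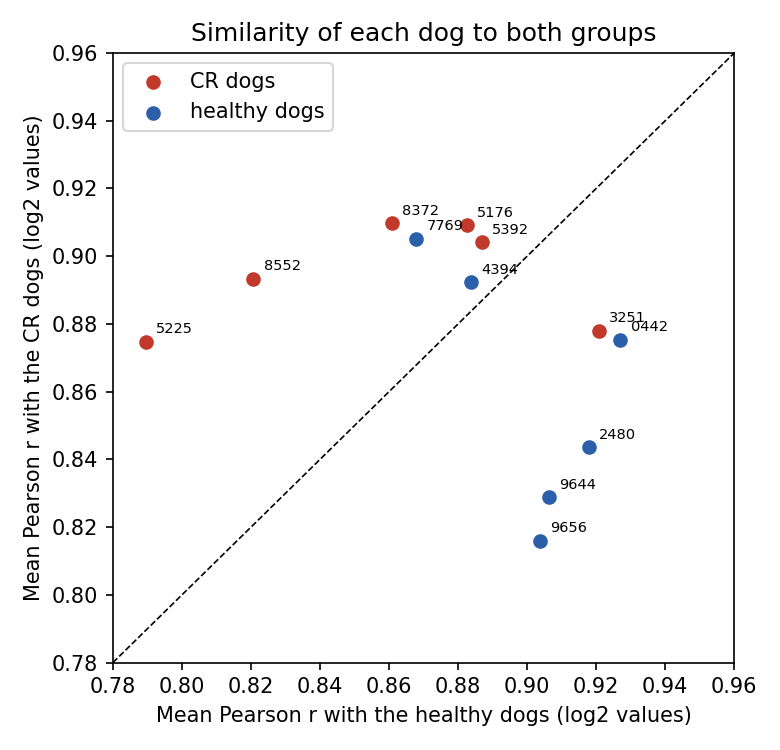
Mean Pearson correlation of each dog's log2 values with the other healthy dogs (x axis) and with the other CR dogs (y axis), 1 point per dog with its label number. The dashed line marks equal correlation with both groups; K9_CR_3251 lies below it, and K9_HC_4394 and K9_HC_7769 lie above it.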

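The mean pairwise Pearson correlation of log2 values was 0.901 among the 6 healthy dogs and 0.895 among the 6 CR dogs. The difference of 0.0062 was smaller than most regroupings of the dogs give (two-sided exact permutation test, p = 0.848). Without the log transform the mean correlation was 0.854 among healthy dogs and 0.774 among CR dogs, and the difference of 0.0793 was again within the range of regroupings (exact p = 0.366). With the 500 most variable genes the order reversed, at 0.418 among healthy dogs and 0.516 among CR dogs (exact p = 0.325). The lowest correlation between any 2 dogs was 0.728 on log2 values and 0.42 on values without log.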

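With limma on log2 values, 0 of the 15116 tested genes reached an adjusted p of 0.05, and the smallest adjusted p was 0.0816. At an unadjusted p of 0.05, 4443 genes (29.4%) passed, where 5% are expected on average if no gene differs. Single splits vary widely around that: 6 of 100 splits of the dogs, the real one included, gave as many (highest 7720). Chance can therefore not be excluded for this count. edgeR's quasi-likelihood test on the recovered reads also called 0 of 14051 genes, with 3931 at an unadjusted p of 0.05 and a smallest adjusted p of 0.11. DESeq2, the tool named in the paper, gave 1634 genes at an adjusted p of 0.05 on the same reads, and limma with sample weights gave 3327. When DESeq2 was run on genes with a symbol only, 14504 of them received a p-value.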

Next, differential gene expression (DEseq) analysis was done comparing CR transcriptomes to healthy transcriptomes (based on analysis of 14,504 protein coding genes with known annotation). 

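Of the genes higher in CR, limma called 0 at an adjusted p of 0.05 and a log2 fold change of at least 2, while 228 passed that fold limit at an unadjusted p of 0.05. Single dogs moved the 228, to 145 without K9_CR_5225, 389 without K9_CR_3251 and 367 without K9_HC_7769. DESeq2 on the recovered reads called 272 genes higher in CR, and 231 when run on genes with a symbol only. edgeR called 0 and limma with sample weights called 211. With each dog left out in turn, the DESeq2 count ranged from 131 without K9_CR_5225 to 518 without K9_HC_7769, and the limma count became 153 without K9_CR_3251, 12 without K9_HC_4394 and 170 without K9_HC_7769, with 0 in the other 9 cases.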

We found 234 significantly upregulated genes with a fold-change (FC) ≥ 2 Log_2_ and FDR adjusted *p*-value of ≤ 0.05. 

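Of the genes lower in CR, limma called 0 under the same limits, and 634 passed the fold limit at an unadjusted p of 0.05. The balance of 228 higher and 634 lower depended on the scaling. It was 154 higher and 816 lower with all dogs scaled to equal totals, and 374 higher and 520 lower with quantile normalization. With log2(value + 5) it was 142 higher and 394 lower. DESeq2 called 430 genes lower in CR, and 384 when run on genes with a symbol only. edgeR called 0 and limma with sample weights called 712. With each dog left out in turn, the DESeq2 count of lower genes was 700 without K9_CR_3251, 242 without K9_HC_2480 and lowest without K9_HC_9656, at 37.7% of the 430. It was between 300 and 573 without any 1 of the other dogs. The limma count became 344 without K9_CR_3251, 176 without K9_HC_4394 and 382 without K9_HC_7769. Of the 702 genes, 9 fell below the limit on the mean value and had no limma result, and the other 693 had the same direction in limma. Of the 702, 210 were called with every dog left out in turn.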

The analysis also revealed 385 genes whose expression was significantly downregulated, with FC ≤ −2 Log_2_ and FDR ≤ 0.05 (Figure 1C). 

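OXER1, the oxoeicosanoid receptor, had a mean normalized value of 82.2 in CR dogs and 0.636 in healthy dogs, with a log2 fold change of 4.12 (standard error 1.17, limma adjusted p = 0.128). It had 403 reads over the CR dogs and 3 over the healthy dogs, a ratio of 155.6 after scaling (95% exact interval 52.9 to 757.8, for counting error only). Of the 403 reads, 275 were in K9_CR_5225, and without that dog the ratio was 57.3. The 3 reads of the healthy group were all in K9_HC_4394. OSM, oncostatin M, had 3622 and 30.8, with a log2 fold change of 6.15 (standard error 1.48, limma adjusted p = 0.128). MMP8 had 273.1 and 2.37, with a log2 fold change of 3.49 (standard error 1.44, limma adjusted p = 0.146). Single dogs raised these means. In CR dogs they were 1221 for OSM without K9_CR_5225 and 100.7 for MMP8 without K9_CR_8372, and in healthy dogs 17.6 for OSM without K9_HC_7769. PROK2 and TEX48 had no read in any healthy dog and 103 and 89 reads over the CR dogs. Against a floor of 3 reads over the healthy group, these are at least 42.4-fold and 35.6-fold higher in CR, for counting error only. Most of these reads were in K9_CR_8372, and without it the limits were 11.7-fold and 16.6-fold. Among the genes lower in CR, SNTN, an apical protein of cilia, had a mean of 4.65 in CR dogs and 419.3 in healthy dogs, and its log2 fold change was -5.80 (standard error 1.61, limma adjusted p = 0.128). The healthy mean was 269.7 without K9_HC_9656, and all CR reads were in K9_CR_3251. CDKL4 had 1.98 and 172.2, a log2 fold change of -5.15 (standard error 0.992, limma adjusted p = 0.118), with a healthy mean of 95.8 without K9_HC_9656 and a CR mean of 1.23 without K9_CR_5176, and was lower in every CR dog than in every healthy dog (exact permutation p = 0.0022, the smallest that 6 dogs against 6 allow). DZIP1L had a log2 fold change of -4.79 (limma adjusted p = 0.128). LMNTD1 had 2 reads over the CR dogs and 284 over the healthy dogs, 122.6-fold lower in CR after scaling (95% exact interval 33.6 to 1017, for counting error only, limma adjusted p = 0.13). Both CR reads were in K9_CR_3251, and without it LMNTD1 was at least 56.3-fold lower. OR7G6, an olfactory receptor whose reads could be shared with near-identical family members, had no read in CR dogs and 123 over the healthy dogs, at least 30.3-fold lower, or at least 20-fold without K9_HC_2480, and its exact permutation p was 0.182. DESeq2 gave larger fold changes for these genes, such as 7.35 for OXER1 (DESeq2 adjusted p = 0.00568) and -6.48 for SNTN (DESeq2 adjusted p = 0.0411). Over the 39 tested genes of Figure 1D, 19 were higher and 20 lower in CR. In limma 38 had an unadjusted p of 0.05 or less and 0 had an adjusted p of 0.05 over all genes. DESeq2 called all 39. Adjusted over the list alone in limma, 38 passed. The paper chose the list with DESeq2 on these libraries, so neither count is independent evidence. Single dogs decided the limma calls: of 79 genes named in the text or in the figures, 0 passed an adjusted p of 0.05 with all dogs, 33 without K9_CR_3251, 18 without K9_HC_4394 and 42 without K9_HC_7769.

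**Figure D2:**
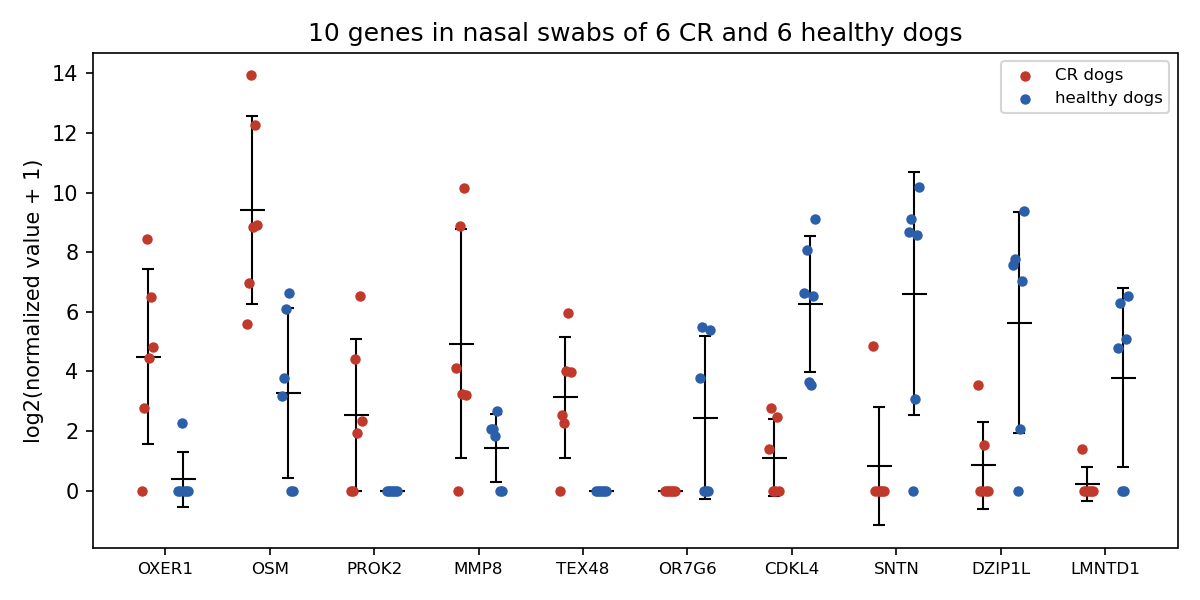
Expression of the 10 genes as log2(normalized value + 1) on the y axis, 1 point per dog for 6 CR and 6 healthy dogs, with bars for the mean and SD of each group. OXER1 is above 0 in 1 of the healthy dogs, K9_HC_4394, and SNTN is above 0 in 1 of the CR dogs, K9_CR_3251.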

The most upregulated genes in the CR samples included genes encoding OXER1, OSM, PROK2, MMP8 and TEX48, while the genes with the most downregulated expression included OR7G6, CDKL4, SNTN, DZIP1L and LMNTD1 (Figure 1D). Pathway analysis of the differentially expressed immune-related genes (DEG) revealed upregulation of inflammatory pathways such as the TNF-α and IFN-γ and IFN-α pathways in the CR animals, along with significant downregulation of cell cycle (CTCF) and activin receptor kinase (ALK) and TGF-β pathways in CR dogs (Figure 2A).

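The gene sets of the paper were not used here. Lists of response genes were scored in each dog as the mean of log2 values centred per gene, and the 17 lists were compared between the groups with two-sided exact permutation tests and Benjamini-Hochberg adjustment. The TNF and NF-kB response list (45 tested genes) was 0.75 higher in CR (exact p = 0.128, adjusted p = 0.217), with 32 genes higher and 13 lower. The interferon gamma response list (32 genes) was 0.60 higher (exact p = 0.0714, adjusted p = 0.173), with 27 genes higher and 5 lower. The type I interferon response list (33 genes) had a score difference near 0, with 17 genes higher and 16 lower (exact p = 1), and its median gene was 0.07 higher. That difference rests on K9_HC_4394, without which the list was 0.31 higher in CR (adjusted p = 0.245), and it was -0.29 with equal totals. The TGF-beta signalling list (27 genes) was lower in CR, with a difference of -0.72 (exact p = 0.0411, adjusted p = 0.14) and 21 genes lower. The reactive oxygen list (26 genes) was 0.29 higher (exact p = 0.126, adjusted p = 0.217), a direction lost with equal totals (-0.0045), and 0.18 higher without K9_CR_5225. camera with a preset correlation between genes of 0.01 put the TNF, interferon gamma and TGF-beta lists past the threshold (adjusted p = 0.00149, 0.00042 and 0.00199). None of these 3 calls held with an estimated correlation (adjusted p = 0.54, 0.483 and 0.499) or under fry (adjusted p = 0.287, 0.149 and 0.121).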

**Figure 1:**
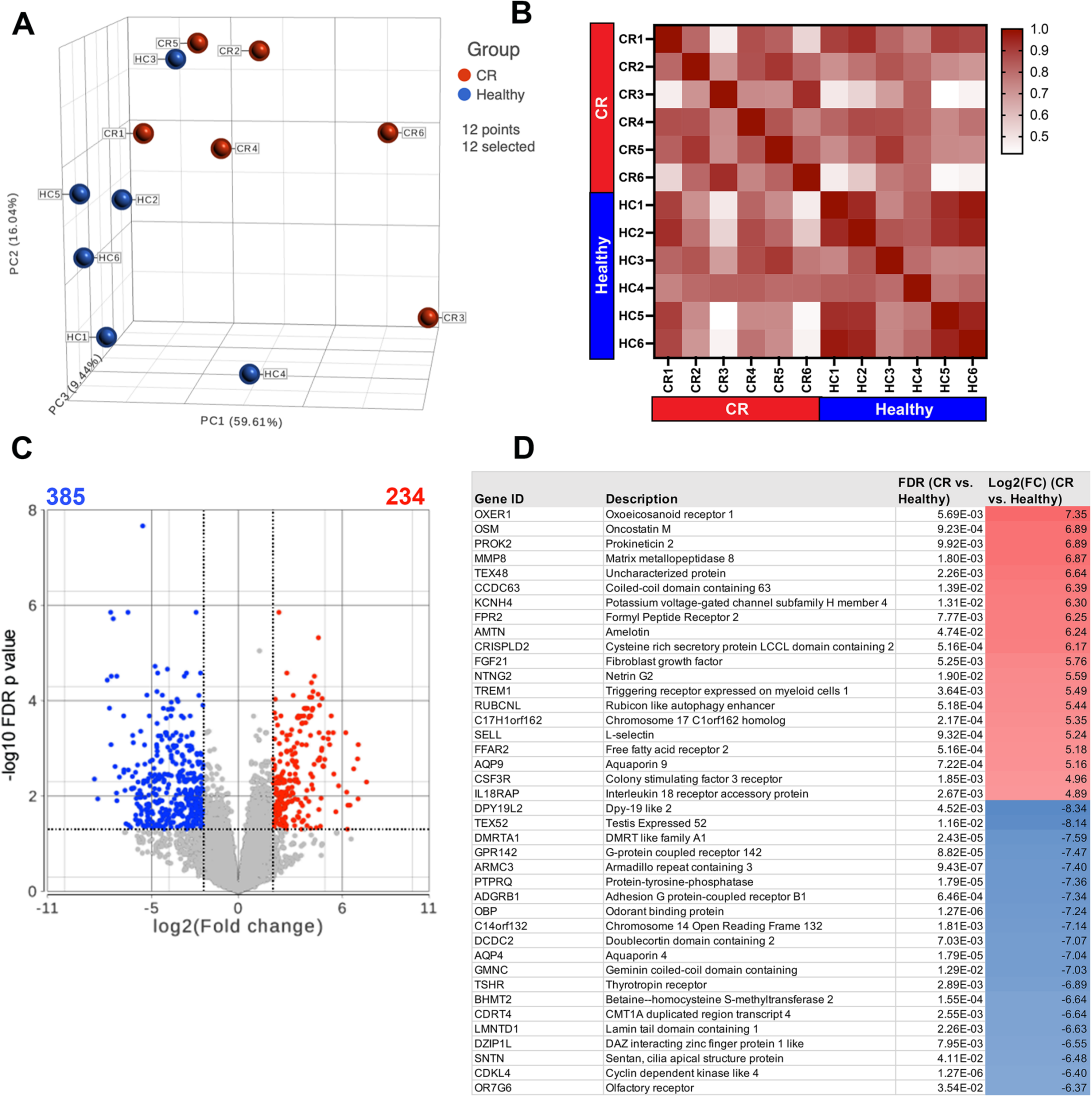
RNA sequencing of nasal swab cells. Transcriptome analysis was performed on cells swabbed from 6 confirmed rhinitis and 6 healthy dogs. **(A)** PCA plot of rhinitis samples (red) compared to healthy (blue) with 17,975 detectable genes. **(B)** Sample similarity index with values from 0.42 to 1 represented in red gradient. Sample names and disease state labels included in color. **(C)** Volcano plot of significant genes from DEseq analysis of *n* = 6 rhinitis vs. *n* = 6 healthy samples. Red dots show significant genes defined by fold change >2Log2, FDR ≤0.05. Blue dots show significantly downregulated genes defined by fold change <−2Log2, FDR ≤00.05. **(D)** List of top 20 significantly upregulated or downregulated genes (rhinitis vs. healthy), shown with gene description, FDR adjusted *p*-values, Log2 fold change.

**Figure 2:**
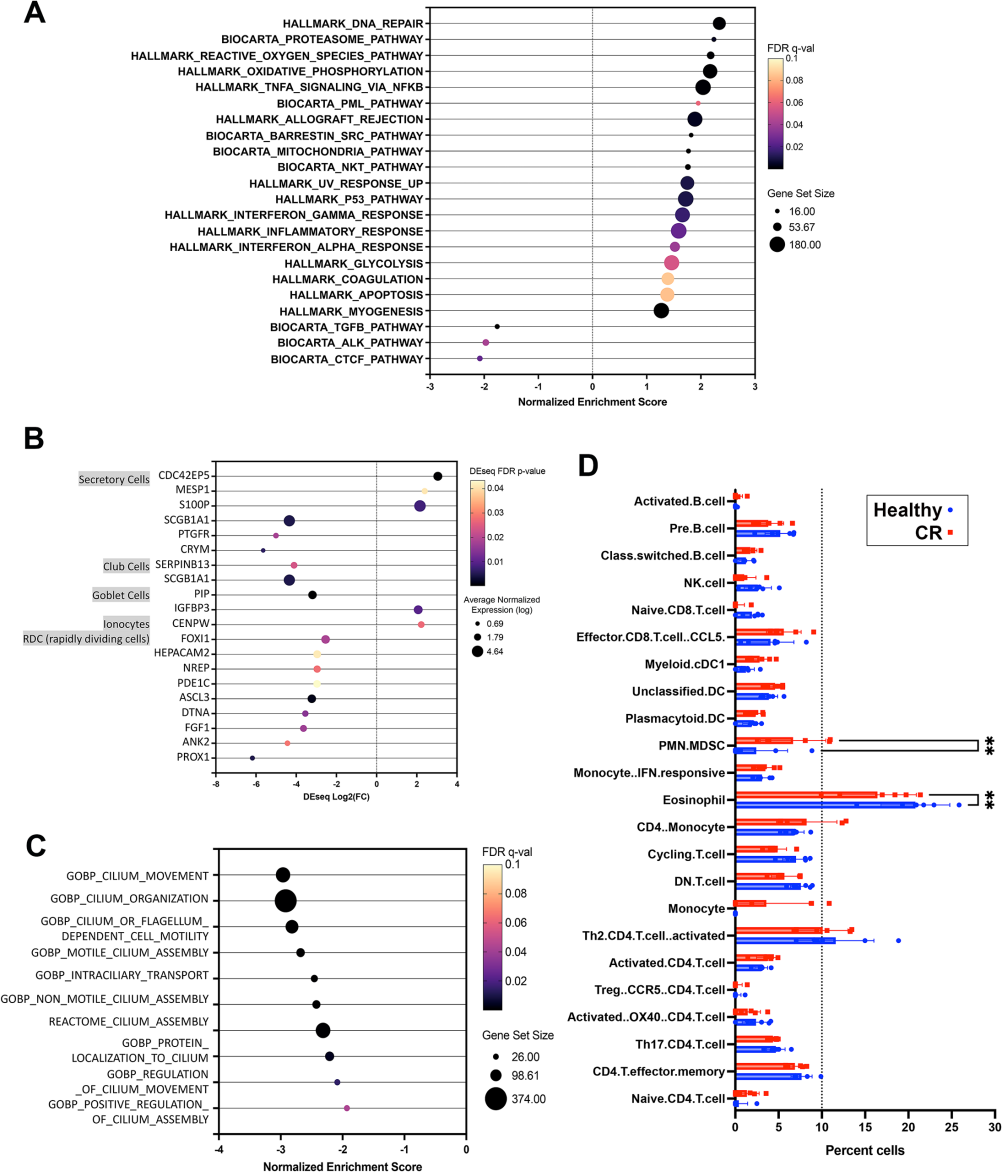
Pathway and cell type analysis for nasal transcriptome. **(A)** GSEA analysis results using Hallmarks and Biocarta pathways. Significant pathways organized by NES (normalized enrichment score) shown on *x*-axis from negative 3 to 3. FDR adjusted *p*-value shown in color scale, size of circles showing total genes represented. **(B)** Nasal epithelium specific genes with significantly differential expression in CR vs. HC comparison. Dot size shows normalized expression, *x*-axis shows Deseq fold change results (CR vs. HC). Color scale for FDR adjusted *p*-value (all <0.05). **(C)** Significant GSEA pathway associated with cilium, all downregulated in CR, normalized enrichment score (NES) shown on *x*-axis with total genes in pathway represented by dot size. **(D)** Cibersort was used to define cell types expressed in canine rhinitis or healthy samples represented in red and blue respectively. Normalized transcriptome count for 17,975 protein coding genes were used for analysis. Significance between disease vs. healthy groups was calculated using two way ANOVA with Bonferroni multiple comparisons test. *X*-axis shows cell types defined by single cell transcriptome data as described in methods, with dotted line on 10% total cell population. **(C)** Dot plot of nasal epithelium specific genes. Size shows noramalized expression value (average *n* = 11), FDR *p*-value shown in color (all <0.05).

Epithelial cell dysfunction may also be an important contributor to the pathogenesis of CR, so we also analyzed the epithelial cell transcriptomes in study dogs. To conduct this analysis, we interrogated human single cell databases (33) for epithelial cell specific genes, including those associated with mucous and serous glandular cells, salivary duct cells, ciliated cells, squamous epithelial cells. Our analysis also excluded genes expressed by canine leukocytes (34). 

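A list of ciliary genes had 49 of its 59 genes among those tested. Its score was -1.57 ± 1.17 in CR dogs and 1.57 ± 2.49 in healthy dogs (SD, n = 6 each), a difference of -3.13 on the log2 scale (two-sided exact permutation test, p = 0.0281, Benjamini-Hochberg adjusted over 17 lists p = 0.12). Of the 49 genes, 48 were lower in CR. DESeq2 called 32 of them lower, while limma called 0 over all genes and 35 when adjusted over the list alone. The other epithelial genes (25 tested) were 0.24 higher in CR (exact p = 0.108), but -0.049 with equal totals and -0.010 with quantile normalization. The ciliary score minus the other epithelial score differed by -3.37 between CR and healthy dogs (exact p = 0.0281). The groups overlapped, since K9_CR_3251 had a ciliary score of 0.78 and K9_HC_4394 had one of -2.39. Without K9_HC_4394 the difference was -3.92 and its adjusted p 0.0442.

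**Figure D3:**
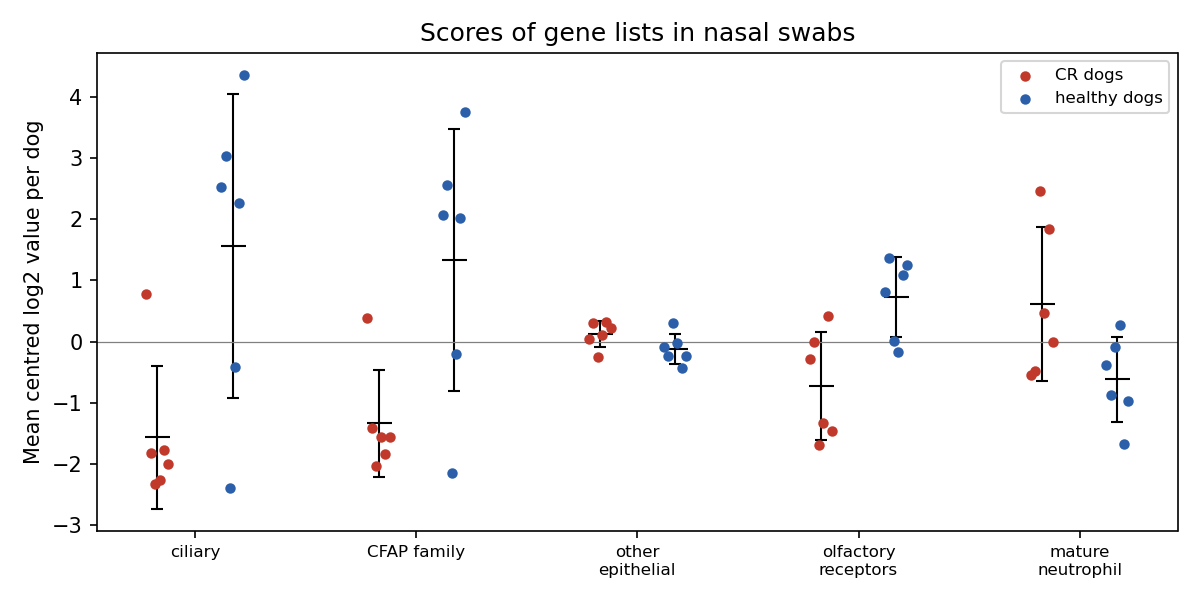
Scores of 5 gene lists on the y axis, as the mean of log2 values centred per gene, 1 point per dog for 6 CR and 6 healthy dogs, with bars for the mean and SD of each group. The ciliary scores of 5 CR dogs lie between -2.33 and -1.77 and that of K9_CR_3251 at 0.78.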

From this analysis, we found that there were numerous genes (117 in total) associated with ciliated airway cell function whose expression was significantly downregulated in dogs with CR (Supplementary Figures S2A,B). In addition, genes associated with cilia and flagella associated proteins, mucin and olfactory receptors were also downregulated (Supplementary Figure S2C), along with genes expressed by other nasal epithelium specific cell types (Figure 2B). 

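The CFAP family, the cilia and flagella associated proteins, had 33 tested genes, of which 32 were lower in CR, and its score differed by -2.68 (two-sided exact permutation test, p = 0.0281, adjusted p = 0.12). Mucin genes were found by symbol and may not be those of the paper's supplementary figure, which was not used here. The 6 found went both ways, with 4 higher and 2 lower in CR (2 higher and 4 lower with quantile normalization). Their score differed by -0.09 (exact p = 0.801), within a range of -0.43 with quantile normalization to 0.48 with the median over members. The mean and the median over the mucin genes differed in sign. MUC20, the mucin with the highest mean value, was higher in CR with a log2 fold change of 1.06 (standard error 0.419, limma adjusted p = 0.139). Of 74 olfactory receptor genes, whose reads could be shared between near-identical copies, 11 passed the limit on the mean value. Of these, 10 were lower in CR, and the score differed by -1.46 (exact p = 0.013, adjusted p = 0.12). It was -0.24 with no filter and -2.32 with the filter of 10 in 6 dogs. Of the 19 genes of Figure 2B, 18 were tested, with 5 higher and 13 lower in CR. All 18 had an unadjusted limma p of 0.05 or less, with limma adjusted p between 0.128 and 0.15. DESeq2, the tool the paper names, called all 18 on the same libraries, which is not independent evidence. SCGB1A1, a secretory cell gene, had a mean value of 2284 in CR dogs (1498 without K9_CR_5225) and 47282 in healthy dogs, a log2 fold change of -4.22 (standard error 1.36, limma adjusted p = 0.128). IGFBP3 was higher in every CR dog than in every healthy dog, with a log2 fold change of 1.74 (standard error 0.572, limma adjusted p = 0.128).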

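The gene sets of Figure 2C were not used here. The intraflagellar transport family, which carries cargo for cilium assembly, had 13 tested genes, 10 lower and 3 higher in CR, and its score differed by -0.61 (two-sided exact permutation test, p = 0.145, adjusted p = 0.224), or by -0.36 without K9_HC_9656. Single members of the ciliary lists with high values changed little. STK36 had a log2 fold change of 0.08 (standard error 0.23), which became -0.21 when all dogs were scaled to equal totals and -0.049 with quantile normalization, and IFT46 had one of -0.14 (standard error 0.262), which became 0.022 without K9_HC_9656.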

Pathways related to cilium assembly, movement and regulation were also found to be downregulated in samples from dogs with CR (Figure 2C). These findings suggest that ciliary dysfunction and defective clearance of airway mucus and debris may play an important role in CR pathogenesis in dogs. However, the current study was not able to determine whether ciliary dysfunction was a primary or secondary occurrence in dogs with CR.

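With camera and a preset correlation, the ciliary list was past the threshold (adjusted p = 3.85e-12). It was not with an estimated correlation, which was 0.71 between its genes (adjusted p = 0.483), or under fry (adjusted p = 0.1). The paper reasons from the lower expression of ciliary genes and pathways, and proposes that ciliary dysfunction and poor clearance of mucus may have a part in the disease.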

In addition to bulk transcriptome analysis, a Cibersort matrix generated from canine single cell leukocyte sequencing data (38) was used to deconvolute the bulk RNAseq data from the nasal swabs in the present study into gene sets derived from specific immune cell populations. Using Cibersort analysis, we identified a total of 23 different immune cell populations in the 12 RNAseq samples from healthy dogs and dogs with CR. We found that the percentage of polymorphonuclear-myeloid derived suppressor cells (PMN-MDSC) was significantly higher in nasal swabs from dogs with CR compared to healthy dogs, while unexpectedly the percentage of eosinophils was significantly lower in dogs with CR compared to healthy dogs (Figure 2D).

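The Cibersort matrix was not used here, so cell percentages were not estimated. Lists of marker genes were scored instead. Mature neutrophil genes (16 tested) were 1.24 higher in CR (two-sided exact permutation test, p = 0.0584, adjusted p = 0.166), with 14 genes higher and 2 lower. Immature neutrophil granule genes (11 tested) were 0.79 higher (exact p = 0.266, adjusted p = 0.377), or 0.43 higher without K9_CR_5225 and 1.21 higher without K9_CR_5176. Eosinophil genes, of which 5 passed the limit on the mean value, differed by -0.09 (exact p = 0.764, adjusted p = 0.908), with 3 genes lower and 2 higher. Over the alternatives it ranged from -0.56 with the filter of 10 in 6 dogs to 0.15 with quantile normalization. Bulk scores of this kind do not give the share of a cell type. S100A8 and LTF have the highest mean values of the mature and immature lists. K9_HC_9644 had 39886 reads of S100A8 and 1263 of LTF, but 5 of CSF3R, which the paper ties to neutrophil migration. Reads of S100A8 and LTF therefore need not come from neutrophils alone.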

### Analysis of nasal microbiomes reveals significant differences in dogs with CR compared to healthy dogs

Microbial 16S rRNA sequencing revealed 160 unique taxa in the nasal swab samples. To assess the overall diversity in bacterial populations between groups, the alpha and beta diversity were compared between CR and healthy samples, which revealed that there were no significant differences in alpha diversity, either using faith or Shannon metrics (Figures 3A,B). However, beta diversity was significantly different between CR and healthy samples, with distinctly separated clusters of the CR and healthy samples for Bray Curtis beta diversity and for weighed UniFrac distance measurement (Figures 3C,D). These analyses therefore indicated the presence of a dysbiotic bacterial flora in the nose of dogs with CR, which has been reported previously (24).

**Figure 3:**
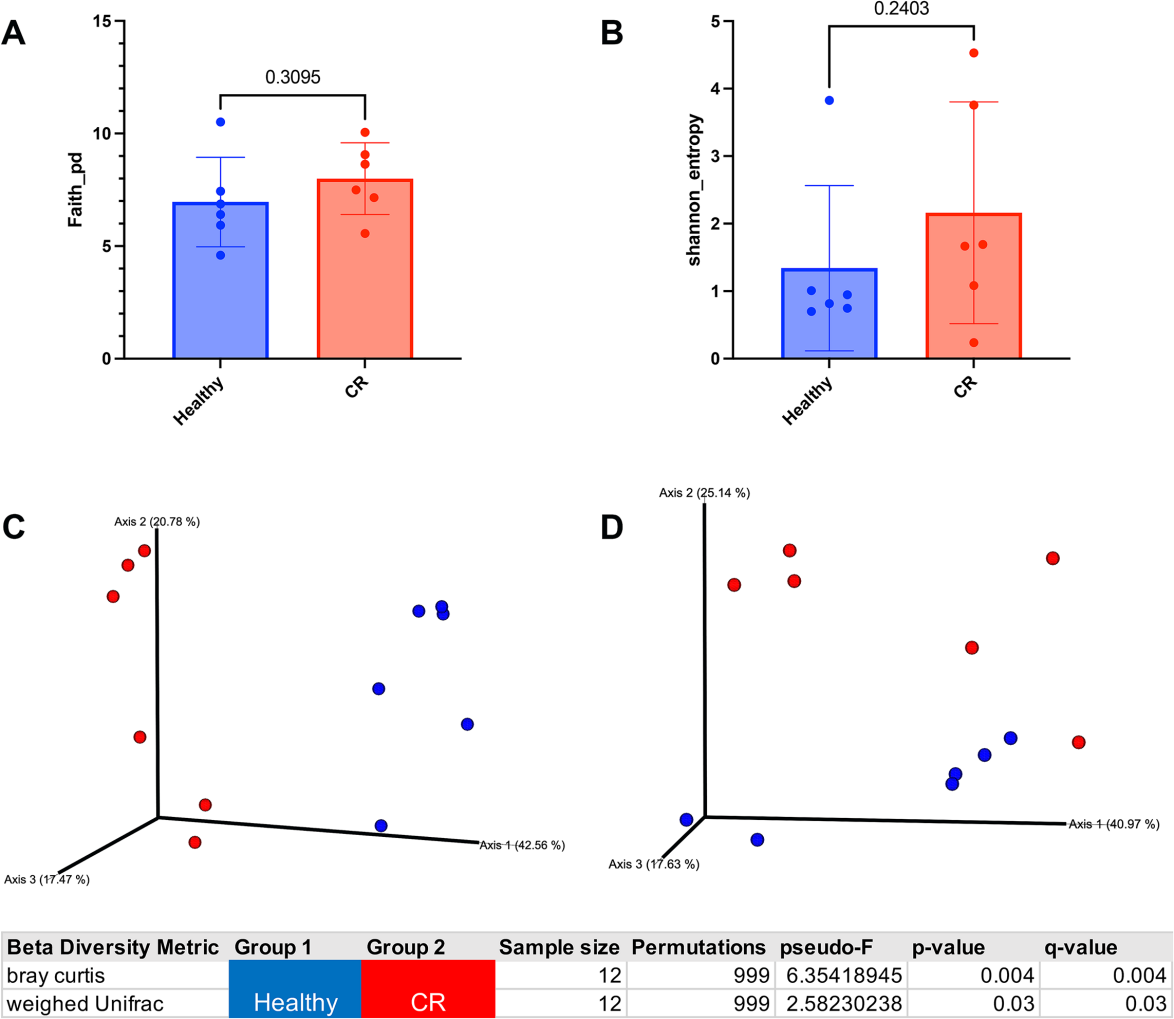
Alpha and beta diversity analysis of healthy and rhinitis microbiome. **(A)** Faith alpha diversity metrics of healthy (blue) compared to rhinitis. Phylogenetic diversity (PD) Statistical differences compared using non-parametric Mann Whitney *t*-test. Exact *p*-value shown in graph. **(B)** Shannon diversity metrics of healthy or rhinitis microbiome. **(C)** 3D Bray Curtis beta dissimilarity pCoA plots generated for beta diversity comparison. Healthy samples labeled in blue and rhinitis in red. Table shows *p*-value for significant differences between healthy and rhinitis samples. **(D)** 3D weighed UniFrac PCoA plots generated for beta diversity comparison. Significant *p*-value shown in bottom table.

Of the 11 phyla identified in the nose of dogs with CR and in healthy dogs, the most abundant phylum was *Proteobacteria* in the healthy dogs and *Firmicutes* in dogs with CR (Figure 4A). Four phyla were found to be significantly different in terms of relative abundances between dogs with CR and healthy dogs, as assessed by ANCOM analysis (Figure 4C). These included *Proteobacteria* and *GN02* which had a significantly higher abundance in dogs with CR, whereas *Firmicutes* and *Actinobacteria* were significantly less abundant in dogs with CR compared to healthy dogs (Figure 4C).

**Figure 4:**
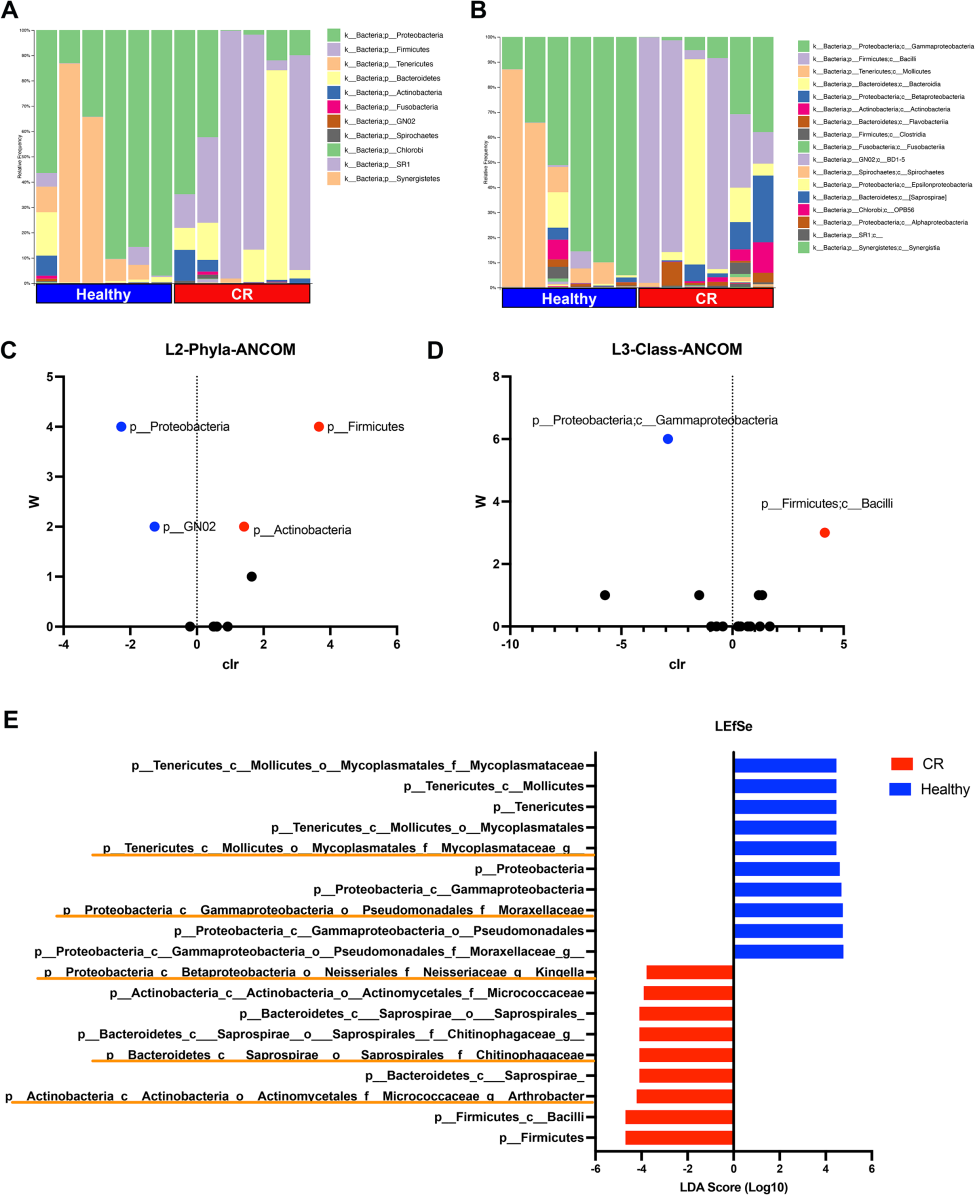
Microbial taxonomy distribution for rhinitis and healthy nasal microbiome. **(A)** Phylum level taxonomy represented in stacked bar plots. Healthy and rhinitis samples grouped together. Colors show relative percent abundance of phyla, labels shown on right. **(B)** Class level taxonomy in stacked bar graphs with labels on right. **(C)** ANCOM analysis volcano plot comparing healthy to rhinitis, relative abundance on phyla level. *Y*-axis *W* value represents the number of times of the null-hypothesis is rejected. *X*-axis value represents the centered log ratio (clr) transformed mean difference in relative abundance. Significantly upregulated phylum in health samples labeled in red, and significantly downregulated phylum in healthy samples in blue. **(D)** ANCOM differential abundance volcano plot on the class level. **(E)** LefSEe results showing LDA scoring of significantly different taxon abundance between heathy (blue) and rhinitis (red). Orange highlights show unique genus level differences not found in ANCOM.

Sixteen class level taxon were identified, with the most abundant class being *Gammaproteobacteria* in healthy dogs and *Bacillus* in dogs with CR (Figure 4B). Significant differences were found by ANCOM analysis between CR and healthy dogs for both of these most abundant bacterial classes (Figure 4D). Linear discriminant analysis Effect Size (LEfSe) was also used to interrogate the differences in bacterial populations, and this analysis revealed additional family and genus level differences which significantly contributed to the altered mucosal bacterial populations present in CR samples. For example, *Arthrobacter* and *Kingella* family *Chitinophagaceae* had higher relative abundance in the CR group, while the family *Mycoplasmataceae* had a greater relative abundance in the healthy control group (Figure 4E).

### Interactome analysis reveals significant interactions between bacterial populations and host immune response and ciliary pathways in the dog nasal mucosa

Finally, we used the nasal transcriptome and microbiome data to develop interaction mapping to better understand potential interactions between host nasal responses and microbial populations. First, the DEGs (see Figure 1) were selected from the transcriptome data, and the normalized expression values for 619 differentially expressed genes were then correlated to the relative abundance percentage of 160 bacterial taxa. This analysis revealed that 502 host genes in the nose exhibited a significant correlation (*p* ≤ 0.05) with at least a single bacterial taxon.

Five bacterial genera, including *Enterococcus*, *Streptococcus*, *Helcococcus*, *Porphyromonas*, and *Arthrobacter*, exhibited significant correlations with 15 differentially expressed genes (Figure 5A). These potentially interacting genes were then entered into the String protein database to find meaningful connections or interactions. Protein network association showed enrichment for host gene sets amongst 3 of the 5 bacterial genera. Interestingly, the gene sets that correlated with *Porphyromonas* and *Arthrobacter* mapped to multiple immune pathways (Figures 5B,C). In contrast, the gene sets correlated with *Streptococcus* involved primarily motility and cytoskeletal structure related genes, including many of the ciliary pathways found to be downregulated in CR dogs (Figure 5D). Thus, our interactome analysis revealed several important host and bacterial interactions, involving both immune and nasal epithelial cell responses and particular populations of bacteria, including some (e.g., Porphyromonas) previously identified as pathobionts.

**Figure 5:**
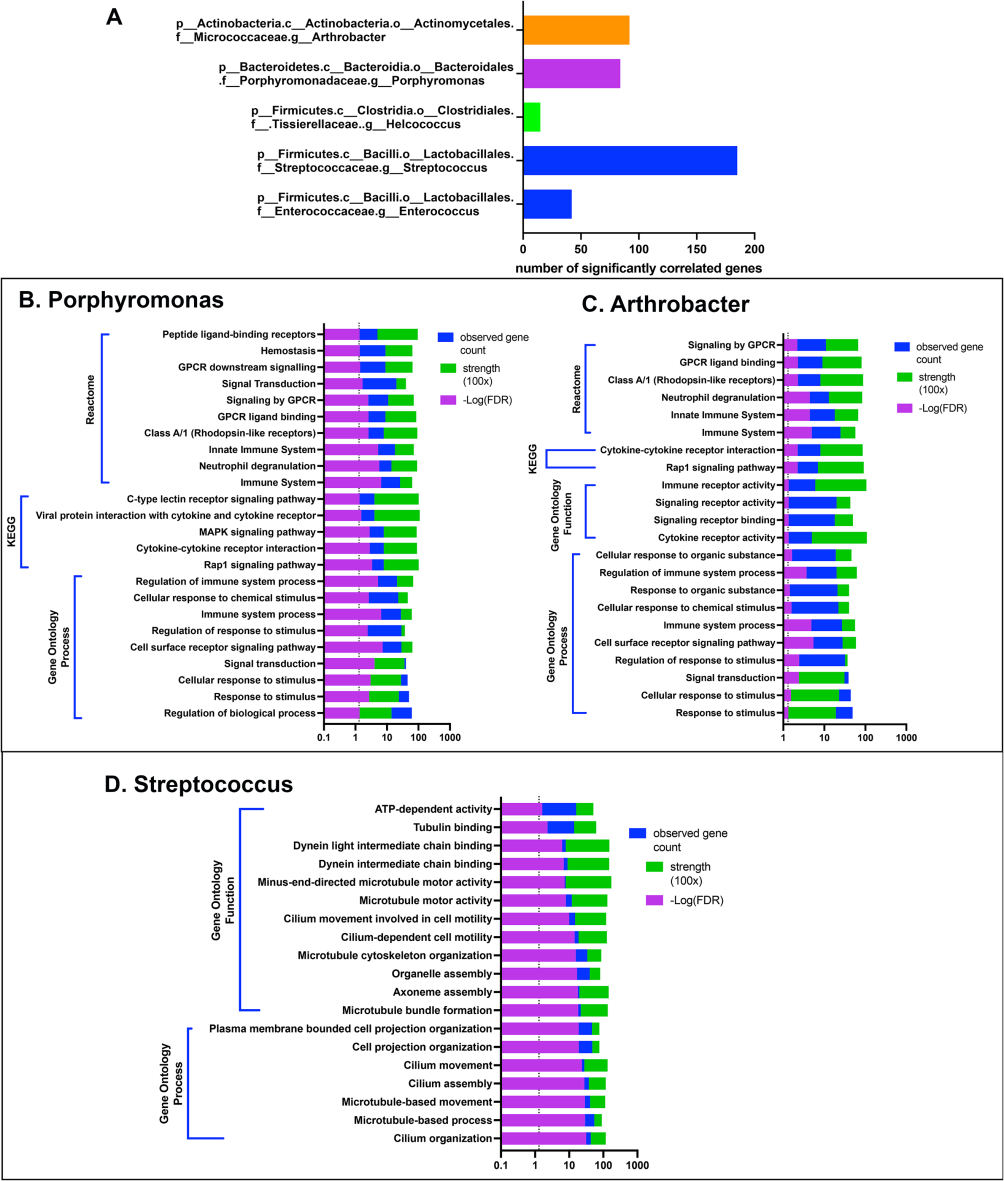
Gene based interactome of canine rhinitis. Interaction between transcriptome and microbiome (interactome). Using significant DEGs (637) genes in total, correlation was performed between taxon abundance and normalized gene count. **(A)** Shows 5 taxon at the genus level with over 15 significant gene correlations. *X*-axis scale bar with total significantly correlated genes. **(B–D)** String.db was used to find gene set enrichments for correlated genes for each 5 genera shown. **(B)** Shows categorization results for 84 genes with positive correlation to *Porphyromonas*, including GO, KEGG and reactome. Legend on top right, significant FDR *p*-value in reverse log scale (purple), total gene count matched to pathways in blue, and signal strength measurement in green. **(C)** Bar graph of categorization results of 92 genes with significant positive correlations to genus arthrobacter. **(D)** Bar graph of categorization results from 185 genes with significant correlation to the abundance of genus streptococcus.

## Discussion

In the present study, we analysed the nasal mucosal transcriptomes and microbiomes of dogs with CR help elucidate the pathogenesis of the syndrome and better define host–microbe interactions. One important and unexpected finding was evidence of significantly downregulated expression of multiple genes related to ciliary and flagellar function in dogs with CR (Figure 1), suggesting that ciliary dysfunction might be an important overall contributor to the pathogenesis of the syndrome in dogs. We also found that multiple inflammatory pathways were upregulated in dogs with CR, including TNF-α and interferon signalling pathways, involving both type I and II interferons.

To our knowledge, the present study is also the first in which the interaction of the host immune response and a mucosal microbiome population has been investigated in dogs. The interactome analysis revealed significant interactions between nasal cells and the pathobiont *Porphyromonas* in dogs with CR, suggesting a possible causal role for this organism, which has been reported previously for dental disease in dogs and humans (42, 43). Interactome analysis also identified a significant interaction between the *Streptococcus* sp. and ciliary dysfunction, again indicating a strong association and possible causal role in CR. These findings illustrate the value of applying next gen sequencing tools to help elucidate microbe and host response interactions at sites of mucosal inflammation, including the nose, the pharynx, the upper airways, and the female reproductive tract. Moreover, our findings suggest the possibility of new, creative therapeutic interventions for managing CR in dogs, including the use of targeted antimicrobial therapy and locally applied immunotherapy (44, 45).

Among the more surprising findings was the apparent broad downregulation of expression of genes related to ciliary and flagellar function in dogs with CR. These findings suggest significant dysfunction in mucus clearance mechanisms in dogs with CR (46, 47). Humans and dogs with inherited ciliary dyskinesia experience repeated bouts of upper and lower respiratory tract infection that are difficult to manage clinically (16, 18, 46). In the present study, it was not possible to determine whether ciliary dysfunction was a primary cause of CR in dogs, or whether dysfunction was a secondary pathology resulting from sustained nasal inflammation and transient or permanent loss of cilia. For example, it has been reported that inflammation can induce ciliary dysfunction, as can toxins produced by certain bacteria such as *Pseudomonas* sp. (46, 48). Regardless, impaired ciliary clearance of mucous and pathogens may be an integral part of the CR pathogenesis.

The immune transcriptome analysis revealed that OXER1 was the single most upregulated immune gene in the nasal mucosa of dogs with CR. This gene has been implicated in inflammation (49), playing an important role in the migration of neutrophils and monocytes. Other genes that were significantly upregulated in the nose of dogs with CR including OSM and MMP8, and IL-18RAP, each of which has been associated with mucosal inflammation (50, 51). Notably, OSM and OSMR have been reported to be a key immune pathways dysregulated in inflammatory bowel disease in humans (52). In addition, upregulated expression of the genes CSF3R and SELL in dogs with CR, which are associated with neutrophil migration, have been shown to mediate inflammatory responses in nasal epithelial cells in humans (53). Such findings may suggest a possible therapeutic role for leukocyte function antigen-1 (LFA-1) inhibitors such as fuzapladib in management of CR, despite the fact that corticosteroid therapy is largely ineffective for treatment.

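CSF3R had a mean normalized value of 14728 in CR dogs (8238 without K9_CR_5225) and 478.3 in healthy dogs, with a log2 fold change of 4.06 (standard error 1.39, limma adjusted p = 0.13). A two-sided exact permutation test gave p = 0.026 without adjustment. DESeq2 gave a log2 fold change of 4.96 (DESeq2 adjusted p = 0.00185).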

Surprisingly, in the current study there was no transcriptome evidence to suggest the presence of allergic responses in dogs with CR, as determined by either DEG analysis or immune pathway analysis. Instead, the predominant pathways upregulated in dogs with CR were IFN-γ, IFN-α, TNF-α and ROS pathways, all of which are more consistent with a Th1 immune activation pathway. Moreover, based on Cibersort analysis, eosinophils were significantly depleted in the nose of dogs with CR. These findings are also consistent with the lack of clinical benefit provided by corticosteroids and antihistamines management of CR in dogs, in agreement with what has been reported for idiopathic CR in humans (54). In addition, downregulation of expression of ciliary and olfactory genes suggests a mechanical aspect of CR pathogenesis, mediated at least in part by epithelial surface dysfunction. 

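A list of type 2 allergic response genes had 23 of its 35 genes among those tested. Its score differed by 0.02 between CR and healthy dogs (two-sided exact permutation test, p = 0.942), with 13 genes higher and 10 lower. Over the alternatives it ranged from -0.21 with equal totals to 0.29 with quantile normalization. CLCA1, its gene with the highest mean value, had a mean of 1447 in CR dogs and 10295 in healthy dogs (5308 without K9_HC_0442), a log2 fold change of -2.43 (standard error 0.613, limma adjusted p = 0.128). ALOX15 had a log2 fold change of 0.25 (standard error 0.351, limma adjusted p = 0.629), which became -0.038 with equal totals, 0.0097 without K9_CR_8372 and 0.43 without K9_CR_5392.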

Further exploration of the transcriptomic patterns within a larger patient population of dogs with CR may be required for further subclassification of canine CR, and to confirm the findings reported in this study.

The altered microbiome of the nasal cavity in dogs with CR has been reported previously, and one study reported a decreased relative abundance of *Proteobacteria*, driven largely by decreased abundance of the *Moraxella* family (19), which agrees with the findings of our study. Our phylum abundance findings were also consistent with those of Tress et al. (24), wherein it was reported that there was decreased *Proteobacteria* and increased *Bacteroides* abundance in CR samples in dogs. Interestingly, *S. aureus* and *S. pneumoniae*, which are known pathobionts for nasal disease processes in humans (55) were not identified as significant contributors to the CR microbiome in the current study.

The interactome analysis done in this study provided critical context to understanding the potential impact of dysbiosis on the pathogenesis of CR dogs. By itself, microbiome analysis provides relatively little insight into disease mechanisms, whereas when the host response is factored into the microbiome analysis, new and potentially important connections can be identified. For example, several recent studies have explored the upper airway microbiome and transcriptome interactome in children with asthma (56–60). In dogs, *P. gingivalis* has been identified as a canine pathobiont in the context of periodontal disease (61). Moreover, *Porphyromonas* is increasingly being recognised as a constituent of the core lung microbiome in humans (62). Previous studies have shown an association with heme and ion transport related genes in *P. cangingivalis* and *P. canoris*, with the former being the most abundant bacteria in the oral cavity of dogs (61). In the current study, of the 81 host genes with a positive corelation to *Porphyromonas*, the 3 genes with the highest correlation (CSF-1, CCL3, FPR2) were all genes involved in host inflammatory responses.

Despite the observed significant interaction between *Porphyromonas* and host immune responses in dogs with CR, the overall abundance *of Porphyromonas* was not significantly different between healthy and CR animals. This finding suggests that it may not be the relative abundance of *Porphyromonas* organisms in the nasal cavity that is the primary driver of immune responses, but rather the relative pathogenicity of *Porphyromonas* strains may evolve over time of nasal colonization, particularly under the influence of antibiotic pressure (63) or the presence of deleterious strains or sub-strains (64). However, we do note that two dogs with CR that had higher abundance of *Porphyromonas* each had increased neutrophilic infiltration. These early findings suggest therefore that *Porphyromonas* may function as an opportunistic pathobiont in the nose of dogs, in addition to its known role in the pathogenesis of dental disease.

In a previous study in human asthma patients, a significant increase in *Streptococcus* abundance was noted nasal samples, and downregulation of ciliary function genes in children with asthma compared to healthy controls (59). Likewise, we observed a significant interaction between *Streptococcus* and ciliary function genes in dogs with CR. We also noted that the presence of *Streptococcus* correlated with downregulation of expression of host genes known to be related to ciliary cell structure and motility (dynein, tubulin, ATP cilium). These findings taken together suggest that both *Porphyromonas* and *Streptococcus* are associated with ciliary dysfunction in dogs with CR and suggest that indeed these organisms may play a causal role in CR in dogs.

The major limitation of this study was the small sample size for each population, which may lead to spurious disease and microbe associations. The small sample size may also lead to an underestimation of the full complexity of immune and microbe changes in dogs with CR. Nonetheless, even with the small sample set we were able to identify significant and consistent differences in both host responses and microbiome populations in dogs with CR. In addition, the median age of the healthy control group was significantly lower compared to the CR dogs (5 years vs. 9.75 years). Although there is precedence for age associated microbial changes in human CR patients (65), the sample size in the dog CR group was too small for comparisons between older and younger CR dogs.

In summary, this study provides new insights into the host and microbe interactions that occur in the nose of dogs with CR. Particularly noteworthy was the widespread evidence of ciliary dysfunction in dogs with CR, along with the lack of evidence of allergic inflammation. Thus, these new findings suggest a rethinking of the role of allergy in CR and dogs and indicate the need to refocus our understanding of CR pathogenesis on the potential role of pathobionts in the disease. The interactome analysis provided early evidence of important connections between potential pathobionts in the nasal cavity and sustained nasal inflammation. If confirmed, such findings could pave the way for targeted antimicrobial therapy, including intranasal antibiotic delivery, or the use of pathobiont targeted vaccines. Alternative approaches could also employ locally delivered innate immune activating immunotherapy to strengthen or alter the host immune responses to nasal pathobionts (45, 66).

## Data availability statement

The data presented in the study are deposited in the GEO repository, accession number GSE255529.

## Ethics statement

The animal studies were approved by CSU Institutional Animal Care and Use Committee and the CSU-VTH Clinical Review Board. The studies were conducted in accordance with the local legislation and institutional requirements. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author contributions

ZW: Conceptualization, Data curation, Investigation, Methodology, Project administration, Resources, Validation, Visualization, Writing – original draft, Writing – review & editing. LC: Conceptualization, Data curation, Formal analysis, Funding acquisition, Investigation, Methodology, Project administration, Resources, Software, Supervision, Validation, Visualization, Writing – original draft, Writing – review & editing. SDa: Data curation, Formal analysis, Methodology, Writing – original draft, Writing – review & editing. RI: Investigation, Methodology, Writing – original draft. AM: Writing – original draft, Writing – review & editing. SDo: Conceptualization, Data curation, Formal analysis, Funding acquisition, Investigation, Methodology, Project administration, Resources, Software, Supervision, Validation, Visualization, Writing – original draft, Writing – review & editing.

How the deposited data were processed for this re-analysis (not part of the article)

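Nasal swab RNA from 6 dogs with CR and 6 healthy dogs was analysed, with 1 library per dog and groups taken from the libraries' labels. The authors filtered the reads, aligned them with STAR to CanFam3.1, counted them with HT-seq on Ensembl genes in Partek Flow and deposited a signal per protein coding gene, the count divided by a size factor of the library (median ratio). The strand setting of the counting is not given in the sources used here. The paper and the labels describe the RNA isolation and library kits differently, and which was used is not settled. The 12 columns of dogs were all used and 0 columns were left out.

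The step worth 1 read was estimated in each library from its low values, and reads were recovered by division. Between 99.77% and 99.96% of the values in a library came out within 0.1 of a whole read. Recovered reads ranged from 27325543 to 34983963 per dog. The lowest chi-square per degree of freedom over genes among the 66 pairs of libraries was 138, so no pair differed by as little as sampling noise.

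The test across genes was limma 3.58.1 in R 4.3.3, with a trend, on log2(value + 1) of the 15116 genes with a mean value of at least 5, called at a Benjamini-Hochberg adjusted p of 0.05 and a log2 fold change of 2. DESeq2 1.42.0 and edgeR 4.0.16 were run on the recovered reads as alternatives. An adjusted p that DESeq2 left out stayed out. Group separation was tested with PERMANOVA and similarity with mean Pearson correlations. Gene lists were scored per dog and compared with two-sided exact permutation tests over 924 assignments, adjusted over 17 lists. Of these, 13 were written by hand and 4 are families found by symbol. The TNF and NF-kB list shares 4 of its tested genes with other lists, the type 2 list 4, the interferon gamma list 3, the eosinophil list 3, the reactive oxygen list 2, and the type I interferon and mature neutrophil lists 1 each. The other lists share 0.

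Genes named in the text are those of Figures 1D and 2B and of the discussion, whose values in the paper had been seen, and the gene with the highest mean value in each list. The rule also named the largest changes among called genes without overlap between groups, and limma called 0 genes. CHIA and ENPP2 were chosen after their values were seen. NTNG2 and CRYM fell below the limit on the mean value and have no limma result.

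The tests were checked on simulated counts with the means and library sizes of the real libraries and 200 genes changed by 4 on the log2 scale. The changed genes were drawn only from genes with higher mean values, and all genes were simulated independently of each other. At the dispersions of the real libraries, limma on 15055 genes recovered 96.5% of the changed genes with 5 unchanged genes called, and DESeq2 recovered 99.5% with 26 unchanged genes called. With no gene changed, limma called 0 and DESeq2 called 6.

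The design and most alternatives were fixed before the data were examined. The gene lists were fixed then too. The alternatives were pseudocounts of 0.5 and 5, no filter, a filter of 10 in 6 dogs, equal column totals, quantile normalization, robust empirical Bayes, sample weights, DESeq2, edgeR, genes with a symbol only, Spearman correlation, the 500 most variable genes, correlation without log, camera, fry, the median over list members and leaving out each dog. DESeq2 with a t distribution, DESeq2 on genes with a symbol only, DESeq2 leaving out each dog and the share of the first principal component were chosen after seeing the data. The 16S, interactome, Cibersort and gene set enrichment results of the paper were not analysed here, and age and sex were not tied to libraries.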

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

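The depth test in this part and the comparison of each dog with both groups were chosen after the values were seen. In each group of 6 dogs, a dog was singled out when its gap to the nearest dog, as a share of the group's range, exceeded the critical value of Dixon's test. This happened in 18 of 200 groups of values (9%), where chance alone gives about 5%, and many of the genes are related.

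K9_CR_3251 stood apart from the other CR dogs in 7 values. Its ciliary score was 0.78 against -2.33 to -1.77 in the others (gap 0.82 of the range), its CFAP score 0.38 against -2.03 to -1.42 (gap 0.745), and its squamous epithelium score -2.32 against 0.03 to 1.12 (gap 0.684). DPY19L2, CDRT4, LMNTD1 and SNTN were above 0 in this CR dog only (gap 1 each), at log2 values of 1.40, 1.40, 1.40 and 4.85. K9_HC_4394 stood apart from the other healthy dogs in 7 values. It was the only healthy dog with a value above 0 for OXER1, FPR2 and FGF21 (gap 1 each), at log2 values of 2.27, 2.27 and 1.18. It was at 0 for CRYM, CENPW and DTNA, where the other healthy dogs were not (gaps 0.668, 0.731 and 0.631), and its MX2 value was 15.1 against 13.3 to 14 (gap 0.628). K9_CR_3251 had the most recovered reads of all 12 dogs, and the lower of the 2 ratios of reads to the group's median was 0.849, in K9_HC_4394, the shallowest library. For the scores of K9_CR_3251, its reads argue against low depth as the cause. Low depth would not make a gene appear in 1 dog only. The test therefore decides nothing for DPY19L2, CDRT4, LMNTD1, SNTN, OXER1, FPR2 and FGF21. With the other dogs of the group at 0, the gap is 1 for any number of reads. K9_HC_4394 had 0 reads of CRYM, CENPW and DTNA, where the other healthy dogs had 7 to 18, 11 to 26 and 16 to 121 reads. At 0.849 of the median depth, these counts argue against low depth alone as the cause for these genes. The evidence is weaker for CRYM, which had few reads in every dog, and the limit used for this ratio was set after the depths had been seen. A log2 value of 1.40 in K9_CR_3251 rests on 2 reads and one of 1.18 in K9_HC_4394 on 1 read. K9_CR_3251, K9_HC_4394 and K9_HC_7769 correlated better with the other group. An exchange of labels cannot account for 1 CR and 2 healthy dogs together, but an exchange of 1 pair, a single wrong label and a mixed sample remain open. Milder disease in K9_CR_3251 or unnoticed disease in K9_HC_4394 would look alike, and no biological explanation was tested because clinical records could not be tied to libraries.

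The other values that stood apart were DMRTA1 in K9_CR_5392 (1.93 against 0 in the others, gap 1), STK36 in K9_CR_5392 (10.2 against 11.2 to 11.5, gap 0.715), NQO1 in K9_CR_5176 (17.2 against 15.5 to 16, gap 0.673) and CSF3R in K9_HC_9644 (a normalized value of 4.27 against 177.3 to 1010 in the others, with a gap of 0.67 computed on log2 values). No explanation was tested for these.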

How the results depend on the processing

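DESeq2 with a t distribution, on genes with a symbol only and with each dog left out, and the share of the first principal component, were chosen after seeing the data.

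The counts of genes past the thresholds depended on the tool and on single dogs. limma called 0 genes higher and 0 lower in CR, with 4443 at an unadjusted p of 0.05. The counts stayed at 0 under pseudocounts of 0.5 and 5, the filter of 10 in 6 dogs, equal totals, quantile normalization, robust empirical Bayes, genes with a symbol only and edgeR. With no filter, 1 gene was higher and 9 were lower, and 11 passed the adjusted p alone. With sample weights, 211 were higher and 712 lower, with 3327 past the adjusted p alone. DESeq2 gave 272, 430 and 1634, and on genes with a symbol only 231, 384 and 1544. DESeq2 with a t distribution gave 0, 0 and 0. With each dog left out, the limma counts ranged from 0 to 170 higher, 0 to 382 lower and 0 to 1928 past the adjusted p alone. They rose above 0 without K9_CR_3251 (153 higher, 344 lower and 1360 past the adjusted p), K9_HC_4394 (12, 176 and 207) and K9_HC_7769 (170, 382 and 1928). The DESeq2 counts ranged from 131 to 518 higher, from 37.7% of the 430 to 700 lower and from 349 to 1092 in both directions. They changed by more than 1.5 times for genes higher without K9_CR_5225 (131), K9_CR_8372 (167) and K9_HC_7769 (518), for genes lower without K9_CR_3251 (700), K9_HC_2480 (242) and K9_HC_9656 (37.7% of the 430), and in both directions without K9_CR_3251 (1092), K9_CR_5225 (452), K9_HC_2480 (439), K9_HC_7769 (1091) and K9_HC_9656 (349). The limma count at an unadjusted p of 0.05 ranged from 2799 to 6043, and fell by more than 1.5 times without K9_CR_5225 (2918), K9_CR_8552 (2799), K9_HC_2480 (2918) and K9_HC_9644 (2950). The cause of the differences between tools was tested in part, and for single dogs the cause was not tested.

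Group separation kept its side of the threshold under all 8 alternatives (22.7% to 34.8%) and with each dog left out (21.8% to 31.2%). The within-group similarity difference was never past the threshold. It reversed with the 500 most variable genes, to -0.0977, and with each dog left out it ranged from -0.0067 to 0.0228, below 0 without K9_CR_3251 (-0.00225), K9_CR_5225 (-0.00383), K9_HC_0442 (-0.00673) and K9_HC_2480 (-0.00217). The cause was not tested.

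For the lists, the ciliary score ranged from -3.38 to -2.70 over the alternatives and from -3.92 to -2.57 with each dog left out. No list passed an adjusted p of 0.05 in the exact test over all dogs. camera with a preset correlation moved 9 lists past the threshold: ciliary (-3.13), TNF and NF-kB (0.75), interferon gamma (0.60), TGF-beta (-0.72), mature neutrophil (1.24), other epithelial (0.24), olfactory other than receptors (-1.07), CFAP (-2.68) and olfactory receptors (-1.46). The adjusted p over the alternatives of the ciliary list ranged from 3.85e-12 to 0.483. In the exact test, only without K9_HC_4394 did the ciliary (-3.92), CFAP (-3.38), olfactory receptor (-1.60), other olfactory (-1.28) and intraflagellar transport (-0.89) lists pass, each at an adjusted p of 0.0442. With each dog left out these ranged from -3.38 to -2.20 for CFAP, -1.69 to -1.26 for olfactory receptors (-2.32 to -0.24 over the alternatives, the smallest with no filter), -1.28 to -0.85 for other olfactory genes and -0.89 to -0.36 (without K9_HC_9656) for intraflagellar transport.

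Some lists changed sign, and of these only the other epithelial list passed a threshold, under camera with a preset correlation. The type I interferon list became 0.000205 with a pseudocount of 0.5 and 0.00014 with the median over members, and camera and fry gave the opposite direction to its score of -0.00015. With each dog left out it ranged from -0.16 to 0.31, above 0 without K9_CR_5225 (0.070), K9_CR_8552 (0.11), K9_HC_2480 (0.033) and K9_HC_4394 (0.31). The reactive oxygen list became -0.0045 with equal totals and ranged from 0.18 (without K9_CR_5225) to 0.38 with each dog left out. The immature neutrophil list kept its direction, from 0.43 (without K9_CR_5225) to 1.21 (without K9_CR_5176). The eosinophil list became 0.15 with quantile normalization and -0.56 with the filter of 10 in 6 dogs, and ranged from -0.24 to 0.071 with each dog left out, above 0 without K9_CR_5392 (0.071), K9_HC_0442 (0.025) and K9_HC_7769 (0.029). The type 2 list became -0.15 with no filter, -0.21 with equal totals and 0.29 with quantile normalization, and ranged from -0.18 to 0.11, below 0 without K9_CR_5225 (-0.062), K9_CR_8372 (-0.023), K9_HC_2480 (-0.050) and K9_HC_9644 (-0.18). The other epithelial list became -0.049 with equal totals and -0.010 with quantile normalization. The squamous list, 0.21 higher in CR (exact permutation p = 0.753), became -0.074 with equal totals and ranged from 0.013 to 0.70 with each dog left out. It moved by more than 1.5 times without K9_CR_3251 (0.70), K9_CR_5176 (0.14), K9_CR_5225 (0.024), K9_CR_8552 (0.013), K9_HC_4394 (0.42), K9_HC_7769 (0.38), K9_HC_9644 (0.053) and K9_HC_9656 (0.057). The mucin list became 0.0057 with a pseudocount of 5, 0.48 with the median over members, -0.38 with equal totals and -0.43 with quantile normalization, camera and fry gave the opposite direction to its score of -0.0853, and it ranged from -0.26 to 0.072, above 0 without K9_CR_3251 (0.047), K9_CR_5176 (0.072) and K9_HC_4394 (0.019). Equal totals moved the median log2 fold change of all genes from -0.08 to -0.36, which bears on these signs. Otherwise the cause was not tested.

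Among the named genes, equal totals reversed STK36 (-0.21) and ALOX15 (-0.038), and quantile normalization reversed STK36 (-0.049), MX2 (-0.083) and B2M (-0.034). Without K9_HC_9656, CFAP298-TCP10L (0.086) and IFT46 (0.022) changed sign; with each dog left out they ranged from -0.25 to 0.086 and from -0.24 to 0.022, and STK36 from 0.012 to 0.26. The other named genes kept their direction under the alternatives that gave them a value. No paired analysis was possible because the dogs of the groups share no replicate number. Genes with few reads, such as PROK2, TEX48 and OR7G6, are limited by depth.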

Differences from the paper's values

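The paper's count of genes higher in CR is 234, and limma called 0. The paper's count of genes lower in CR is 385, and limma called 0. Of the alternatives set before the data were examined, sample weights (211 higher) and DESeq2 on the recovered reads (272 higher and 430 lower) lie within 1.5 times of the paper's counts, as does limma without K9_HC_7769 for both (170 and 382) and without K9_CR_3251 for the genes lower (344). Without K9_CR_3251, limma's 153 genes higher lie outside that limit. Sample weights gave 712 lower, outside it too. The pseudocounts, filters, scalings, robust empirical Bayes, edgeR, genes with a symbol only and the other dogs left out gave no count within it. DESeq2 on genes with a symbol only, which combines 2 choices and was chosen after seeing the values, gave 231 higher and 384 lower, and called 58 of the 59 genes of Fig. 1D and Fig. 2B. The paper's methods name DESeq2 and annotated genes.

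The paper's lowest similarity between dogs is 0.42, and the lowest Pearson correlation of log2 values was 0.728. Pearson correlation without log gave 0.42. The 500 most variable genes gave -0.351, beyond the paper's value, and the other alternatives and each dog left out stayed above it, between 0.688 and 0.84.

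Log2 fold changes on the log2(value + 1) scale differed from those of Fig. 1D by more than the spread between dogs for 10 of its genes, with the paper's values given to 2 digits. They were OXER1 4.12 (paper about 7.3), MMP8 3.49 (paper about 6.9), FPR2 2.71 (paper about 6.2), FGF21 2.75 (paper about 5.8), DPY19L2 -4.70 (paper about -8.3), DMRTA1 -4.91 (paper about -7.6), ARMC3 -5.36 (paper about -7.4), OBP -4.82 (paper about -7.2), CDRT4 -3.48 (paper about -6.6), LMNTD1 -3.55 (paper about -6.6). In Fig. 2B, read by eye, this held for PTGFR -2.89 (paper about -5.0), ANK2 -2.53 (paper about -4.4). DESeq2 on the recovered reads lies within the spread for all of these genes, and within 0.0546 of the paper's values over 57 genes of both figures. Sample weights do so for DPY19L2, DMRTA1, ARMC3, CDRT4, LMNTD1, PTGFR and ANK2, a pseudocount of 0.5 for DMRTA1, ARMC3, PTGFR and ANK2, and equal totals for ARMC3, PTGFR and ANK2. With 1 dog left out, limma came within the spread for DPY19L2, DMRTA1, ARMC3, PTGFR and ANK2 without K9_HC_4394 or K9_HC_7769, for ARMC3, PTGFR and ANK2 without K9_CR_8372, for ARMC3 without K9_CR_8552, for ANK2 without K9_CR_5392 and for MMP8 without K9_CR_5176. No filter, a pseudocount of 5, quantile normalization and robust empirical Bayes do not, and edgeR and the filter of 10 in 6 dogs gave these genes no value. Genes with no read in a whole group are lower bounds and are not counted as different.

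The paper lists OR7G6, CDKL4, SNTN, DZIP1L and LMNTD1 as most downregulated. In DESeq2 on the recovered reads, DPY19L2 (-8.34) fell by more, as in Fig. 1D itself, where the printed value matches. In limma SNTN (-5.80) and CDKL4 (-5.15) were among the larger falls, and OR7G6 (at least 30.3-fold lower) and TEX52 (at least 103.9-fold lower), with no read in CR dogs, give only limits and cannot be ranked. The paper gives OXER1 as the most upregulated immune gene. In limma OSM (6.15, standard error 1.48) and TREM1 (5.14, standard error 1.36) rose by more than OXER1 (4.12, standard error 1.17). IL18RAP (4.15, standard error 1.22) rose by about as much as OXER1. The log2(value + 1) scale understates the rise of OXER1, which had 3 reads over the healthy dogs, so this order does not settle the ranking. DESeq2 gave 7.35 for OXER1, 6.89 for OSM, 5.49 for TREM1 and 4.89 for IL18RAP. The paper reports the interferon alpha pathway as raised, and the type I interferon list used here had 17 genes higher and 16 lower, or 10 higher and 23 lower with equal totals and 14 higher and 19 lower with quantile normalization. Its score was 0.31 higher without K9_HC_4394 and -0.29 with equal totals. The paper reports mucin genes as lower in a supplementary figure that was not used here, so its genes may differ from those tested. Of the 6 mucin genes found here by symbol, 4 were higher in CR, or 2 of 6 with quantile normalization, where their score differed by -0.43. The paper reports greater homogeneity among healthy dogs, and the difference in mean correlation was 0.0062 (exact permutation p = 0.848), or 0.0793 on values without log (exact permutation p = 0.366), in the paper's direction.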

Other observations

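The tests on the reference distribution of DESeq2, on depth and on the exchange of labels were chosen after the results were seen. The others were written before.

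The number of genes called depends on how the statistics are read. limma called 0 genes, as did edgeR, with 4443 and 3931 genes at an unadjusted p of 0.05, and DESeq2 called 702. With 0 limma calls, 100 of 100 splits of the dogs give at least as many by construction, which says nothing about chance. For the 4443 genes at an unadjusted p of 0.05, 6 of 100 splits, the real one included, gave as many (median 385, highest 7720), so chance cannot be excluded. For the 702 DESeq2 calls, 4 of 100 splits, the real one included, gave as many (median 2, highest 1308). With only 100 splits drawn, 4 and 6 cannot be told apart or placed on either side of 0.05. Chance is therefore not excluded for these calls either. When the same DESeq2 statistics were referred to a t distribution with 10 degrees of freedom, 0 genes were called, so that a candidate explanation for calls by DESeq2 alone is its normal reference distribution with 6 dogs per group. The t distribution does not prevent calls at this size, since it recovered 98.5% of the changed genes in simulated data. The normal reference called 6 genes in simulated data with no gene changed, far fewer than 702. The simulated genes varied independently of each other, while splits of the real dogs gave up to 1308 calls. The values therefore do not show whether the 702 calls are false. limma with sample weights also called 923 genes, of which 548 were called by DESeq2, so this does not account for every gene. In simulated data of this size limma recovered 96.5% of genes changed by 4 on the log2 scale. Those genes were drawn only from genes with higher mean values. The number of dogs would therefore not hide such changes, but low power for smaller or noisier changes and for low genes stays open.

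Omitting any of 3 dogs raised the limma count from 0: K9_CR_3251 to 497 genes, K9_HC_7769 to 552 and K9_HC_4394 to 188. These 3 dogs correlated better with the other group than with their own. An exchange of labels moves as many dogs each way, and 2 healthy dogs and 1 CR dog were out of place, which argues against an exchange of labels between the groups as the cause for all 3 dogs. For single pairs, each dog was placed by the 4383 genes that keep the groups apart in the 9 other dogs. Of these genes, 79.5% placed K9_CR_3251 on the healthy side, 83.3% placed K9_HC_7769 on the CR side and 37.9% placed K9_HC_4394 there (55.8% among the 1385 genes that differ by at least 2 on the log2 scale). CR dogs in place, placed the same way by genes chosen without them, had 46.1% to 94.2% on the CR side and healthy dogs in place 5.26% to 18.9%. An exchange between K9_CR_3251 and 1 of the 2 healthy dogs, a single wrong label, a mixed sample and variation in disease or in the site swabbed could each give such values. These cannot be told apart, because the paper's clinical records could not be tied to libraries. No dog was moved or left out of the values at the claims.

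Ciliary genes were lower in CR by -3.13, a difference that failed the adjustment over 17 lists (adjusted p = 0.12) and 5 of 6 CR dogs lay below 5 of 6 healthy dogs. Dilution of the swab by leukocytes alone would lower all epithelial genes alike, but the other epithelial score was 0.24 higher in CR (-0.049 with equal totals and -0.010 with quantile normalization), and the difference between the 2 scores differed between the groups (exact permutation p = 0.0281). The fall was -3.38 with equal totals and -3.01 with quantile normalization, which argues against the median-ratio scaling, and mean recovered reads differed by a ratio of 1.05, which argues against depth. The most abundant genes of the ciliary and CFAP lists hardly moved, STK36 by 0.08 (reversed by equal totals and quantile normalization) and CFAP298-TCP10L by -0.13 (standard error 0.268), so the fall does not extend to every member. Loss of ciliated cells and lower expression per cell remain open, as do age, which differs between the groups in the paper's tables and was not tested, and the site of the swab. As a hypothesis, the swabs of most CR dogs may hold fewer ciliated cells.

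Olfactory receptor genes were lower in CR by -1.46 (exact permutation p = 0.013), and olfactory epithelium genes other than receptors were lower by -1.07 (exact permutation p = 0.0238, adjusted p = 0.12), in 7 of 8 genes. This is consistent with less olfactory mucosa in the swabs of CR dogs. CYP2A13, the most abundant gene of that list, changed little (-0.27, standard error 0.403, or -0.46 without K9_CR_3251 and -0.12 without K9_CR_5225), and how much respiratory mucosa expresses these genes was not tested.

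CHIA, an acidic chitinase, and ENPP2, chosen after their values were seen, shared with OBP the smallest adjusted p in limma (0.0816). CHIA had a mean value of 158.6 in CR dogs (87.5 without K9_CR_3251) and 7358 in healthy dogs and ENPP2 had 393 and 2189. Both were lower in every CR dog than in every healthy dog, K9_CR_3251, K9_HC_4394 and K9_HC_7769 included. Of the 15116 tested genes, 112 (0.741%) had groups that do not overlap, where chance gives 0.216%. The paper's text does not report CHIA or ENPP2. OSMR, the receptor gene named beside OSM in the discussion, had a log2 fold change of -1.30 (standard error 0.683, adjusted p = 0.206), CSF1 one of 1.56 (standard error 0.688, adjusted p = 0.158) and CCL3 one of 3.35 (standard error 0.981, adjusted p = 0.128), all from limma. Without K9_CR_5225 OSMR was at -0.85, and without K9_CR_8372 CSF1 was at 0.90. DESeq2 gave -0.68 for OSMR (adjusted p = 0.45), 2.67 for CSF1 (adjusted p = 0.00631) and 3.104 for CCL3 (adjusted p = 0.0131), and edgeR -0.66 (adjusted p = 0.482), 2.66 (adjusted p = 0.11) and 3.09 (adjusted p = 0.118).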
